# Abundant DNA 6mA methylation during early embryogenesis of zebrafish and pig

**DOI:** 10.1038/ncomms13052

**Published:** 2016-10-07

**Authors:** Jianzhao Liu, Yuanxiang Zhu, Guan-Zheng Luo, Xinxia Wang, Yanan Yue, Xiaona Wang, Xin Zong, Kai Chen, Hang Yin, Ye Fu, Dali Han, Yizhen Wang, Dahua Chen, Chuan He

## Abstract

DNA *N*^6^-methyldeoxyadenosine (6mA) is a well-known prokaryotic DNA modification that has been shown to exist and play epigenetic roles in eukaryotic DNA. Here we report that 6mA accumulates up to ∼0.1–0.2% of total deoxyadenosine during early embryogenesis of vertebrates, but diminishes to the background level with the progression of the embryo development. During this process a large fraction of 6mAs locate in repetitive regions of the genome.

## Abstract (web summary)

DNA 6mA is a poorly understood epigenetic mark present at a low abundance in eukaryotic genomes. Here the authors observe high levels in zebrafish and pig during early embryogenesis enriched to repetitive regions of the genome and followed by attenuation during development.

Dynamic DNA methylations expand the genetic code beyond the four canonical bases and carry important epigenetic information that can be transmitted among generations of cells or organisms^1^. DNA methylations such as *N*^4^-methyldeoxylcytosine, 5-methyldeoxycytosine (5mC or m^5^dC) and *N*^6^-methyldeoxyadenosine (6mA or m^6^dA) are known to exist and carry functional roles in living organisms^2^. *N*^4^-methyldeoxylcytosine and 6mA are primarily used by prokaryotes in the restriction-modification system to protect their own genomes from foreign DNA invasion^2^, whereas 5mC is best known for its significant epigenetic roles in eukaryotes, especically in mammals and plants^3^,^4^.

Although both 6mA and 5mC were discovered almost at the same time a few decades ago, attention to 6mA in eukaryotes has been limited mostly due to its low abundance in multicellular eukaryotes and technological limitations. In most cells and tissues of vetebrates including mammals, 6mA is either detected at a few to tens p.p.m. (part per million A) level or simply not detectable at all using modern mass spectrometry technique^5^. The extremely low abundance of 6mA in most organisms, at a level similar to DNA base damage, has cast in the past further doubt about the functional relevance of 6mA. Very recently, we and others reported the discovery/characterization of 6mA in *Chlamydomonas reinhardtii*^6^, *Caenorhabditis elegans*^7^ and *Drosophila*^8^, suggesting its potential epigenetic functions^9^,^10^. In *C. reinhardtii*, 6mA was found to be located in the AT motif near the transcription start sites. It marks active genes and is associated with nucleosome positioning^6^. In the genomes of *C. elegans* and *Drosophila*, 6mA affects *trans*-generational inheritance^7^ and expression of certain transposons^8^, respectively. Although we have been working on 6mA in vertebrates and mammals, a recent publication has reported the detection of 6mA in *Xenopus laevis* and mammals, albeit with very low levels of 6mA observed (0.00009%)^11^. A more recent work reported a potential 6mA demethylase in mammals, which still needs to be validated with biochemical and physiological studies^12^. The 6mA level reported is again quite low even after enrichment. This modification was found to be depleted in coding regions and might exist in the AG sequence content. In this work, we characterize DNA 6mA modification in zebrafish and pig. We found that 6mA accumulates to relatively high abundances during early embryogenesis (6mA/A up to ∼0.1–0.2%), but is attenuated to the background p.p.m. level with the development progression. During this process, a substantial set of 6mAs locate in repetitive regions of the genome.

## Results

### DNA 6mA modification during early embryogenesis of zebrafish

We have been searching biological processes during which 6mA accumulates to relatively high abundance. We reason that an abundant accumulation and a dynamic change of 6mA could indicate functional relevance. After quantifying 6mA levels in various cell types and tissues, we noticed that 6mA accumulates to surprisingly high levels during early embryogenesis in vertebrates such as zebrafish and pig. Using zebrafish as a model, we purified and quantified genomic DNAs (gDNAs) from sperm, oocyte, early embryos with different time point and adult fish organs by using a sensitive ultra-high-performance liquid chromatography coupled with a triple-quadrupole tandem mass spectrometry (UHPLC–QQQ–MS/MS) assay with pure 6mA nucleoside as an external standard^6^. We devoted significant efforts to the collection of the oocytes and early embryos, to purify sufficient gDNA for LC–MS/MS measurements. On average, we collected over 10,000 cells at each embryo stage and purified gDNA.

The LC–MS/MS result shows that the sperm gDNA contains around 0.003% of 6mA/A, whereas the oocyte contains fivefold higher 6mA than in sperm. On zygote formation, the level of 6mA increases and doubles that of oocyte. Interestingly, starting from the 1-cell zygote, the level of 6mA in DNA further increases along with development and reaches a maximum of ∼0.1% 6mA/A at around 32-cell to 64-cell embryo stage corresponding to ∼2 h post fertilization (2 hpf; Fig. 1a and Supplementary Fig. 1a)^13^. Afterwards, the 6mA level gradually decreases to around 0.006% at 512-cell stage and stays at this low level till prim22 (∼36 hpf). We further characterized adult fish organs including the brain, eye, heart, ovary, testis, muscle and intestine; all of them yielded a relatively low ratio of 6mA/A at 0.002−0.004% (Supplementary Fig. 1b). Dot blot assay was used as an independent way to measure 6mA levels at selected zebrafish early development stages (Supplementary Fig. 2), showing results consistent with LC–MS/MS experiments.

### Immunostaining of 6mA in zebrafish embryonic gDNAs

To exclude the possibility that the detected LC–MS/MS signal is due to foreign 6mA contamination, we applied immunofluorescence staining of the embryos^14^ with anti-6mA-specific antibody (after treating with RNase A to digest and wash away all RNAs) for 6mA detection in gDNA. Very weak fluorescence was observed from the sperm staining, while oocyte staining displayed stronger signals (Fig. 1b and Supplementary Fig. 3a). Starting from the zygote stage, the nuclear immunofluorescence of embryos increases significantly along with the development, reaching its maximum at about 32-cell to 64-cell stage (Fig. 1b). Afterwards, the signal decreases with the progression of the development. These observations are consistent with the LC–MS/MS result. After treating with DNase, the immunofluorescence signal disappeared (Supplementary Fig. 3b). Together, LC–MS/MS, dot blot assay and immunostaining results confirm the existence of abundant 6mA during early embryogenesis of zebrafish. Mammalian cells and tissues tend to contain a few percent of 5mC and 0.01−1% 5-hydroxymethycytosine (5hmC) in gDNA. Our observation of 6mA during early embryogenesis represents the first example that an abundant 6mA level comparable to those of 5mC and 5hmC is observed in vertebrates. The dynamic changes suggest functional roles of 6mA during the process. To further substantiate this observation in mammals, we studied early embryogenesis in pig.

### Quantification of DNA 6mA level in pig embryos

It is much harder to obtain sufficient pig oocytes and embryos. The current available way to obtain early embyros is done through *in vitro* fertilization followed by culturing into different embryonic stages^15^; however, this method is restricted by low fertilization rates. Owing to the technical limitation, the successfully fertilized oocyte can only be cultured to, at most, the blastocyst stage. To have enough gDNA for LC–MS/MS and immuostaining experiments, we devoted significant efforts to collecting sufficient materials. Besides pig sperm and oocyte, we selected 4-cell, morula and blastocyst stages (∼2,500 oocytes, ∼1,800 4C stage, ∼900 morulae and ∼500 blastocysts) and purified gDNAs for LC–MS/MS measurement (Fig. 1c). Similar to zebrafish, the 6mA/A ratio in oocyte (0.09%) is approximately six times higher than that of sperm. This ratio rises to ∼0.17% from the four-cell to the morula stage and then decreases to 0.05% at the blastocyst stage. The corresponding immunostaining results are consistent with LC–MS/MS measurements (Fig. 1d and Supplementary Fig. 3c), which further supports the presence of abundant 6mA. We also checked the 6mA level in the gDNAs of various adult pig tissues with only low p.p.m. level observed (Supplementary Fig. 1c).

### Distribution of 6mA in zebrafish embryonic gDNAs

Next, we studied the genomic distribution of 6mA in selected systems. The antibody-based (SYSY 6mA antibody) immunoprecipitation of 6mA-containing DNA followed by next-generation high-throughput sequencing (6mA-IP-seq)^6^ was used to map the genomic distribution patterns of 6mA. The 6mA-IP-seq generally requires micrograms of gDNA because of the unavoidable loss of materials in many purification steps during the construction of sequencing libraries. A large number of embryos would be required, to obtain sufficient gDNA materials, in particular at the early stages. We collected 5,000 zebrafish embryos at the 64-cell stage (∼1 μg gDNA isolated) in which 6mA accumulates to the highest level, as well as gDNAs from later stages including 11 hpf, 12 hpf and 13 hpf, and performed 6mA-IP-seq. 

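In 6mA-IP-seq, fragmented gDNA is pulled down with an antibody against 6mA and sequenced beside a part of the same gDNA that was not pulled down (the input), so that sequence with more reads in the pull-down than in the input can be called as a peak. With the SYSY antibody there was 1 IP library at 64C and 2 biological replicates each at 11, 12 and 13 hpf, and each of these stages had 1 input, so that both replicates of a stage were compared with the same input. The 64C stage was analysed here in 1 library with this antibody, so that no test across replicates was possible for it. For each IP library the authors deposited a list of summits, the positions of highest enrichment within the peaks that MACS called on that library alone, on the danRer10 assembly. Each summit carries a score assigned by the authors' peak caller, the −log10 of its q-value, which was used only to describe, rank or filter summits within a list. The lowest score in any list was 2.00, at the false discovery rate cutoff of 0.01. Read numbers were not analysed here, so the sequencing depth of each library is unknown, and a difference in the number of summits between libraries can come from depth as well as from 6mA. One peak can hold several summits, which share a peak number. The 64C list holds 79291 summits in 56988 peaks, and 14.9% of its peaks have more than 1 summit. Replicates 1 and 2 have 7582 and 4584 summits at 11 hpf, 3785 and 4474 at 12 hpf, and 3476 and 2439 at 13 hpf. Median scores lay between 3.93 and 4.78 in these 6 libraries and at 5.68 at 64C. Reads with several best matches had been placed at 1 of them at random by the authors, so that summits in repeated sequence can stand for any copy of the repeat. The 64C list has summits on all 25 numbered chromosomes and 1 on the mitochondrial genome but none on unplaced scaffolds, which hold 9.59 to 11.4% of the summits of the 6 later libraries. From the lists, summits were counted, matched between libraries by the distance between their positions, and placed along the chromosomes. Summits within 250 bp of each other were taken as shared. A chance level of overlap was measured by shifting the summits of 1 library around each chromosome 100 times. The shifts do not keep the density of summits at chromosome ends, so that they can understate the overlap that chance gives.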

Owing to the difficulty of acquiring enough gDNA from pig embyros, we were unable to sequence pig samples at the current stage.

We performed bioinformatic analysis of the sequencing data generated from the zebrafish genome. 

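Counted by peak number, the 64C SYSY library had 56988 peaks. At 11 hpf there were 6832 peaks in replicate 1 and 4114 in replicate 2, at 12 hpf 3531 and 4148, and at 13 hpf 3250 and 2217. The mean numbers were 5473 ± 1922 (SD, n = 2) at 11 hpf, 3840 ± 436 (SD, n = 2) at 12 hpf and 2734 ± 730 (SD, n = 2) at 13 hpf. Counted as summits, the means were 6083 ± 2120 at 11 hpf, 4130 ± 487 at 12 hpf and 2958 ± 733 at 13 hpf (SD, n = 2 each). The 64C SYSY library had 8.34 times as many peaks and 10.5 times as many summits as replicate 1 of 11 hpf, the largest of the later libraries. Without that replicate, the ratio of summits to the largest remaining library was 17.3. The 64C Abcam library had 5.38 times as many peaks and 7.06 times as many summits as replicate 1 of 11 hpf. Of the 64C SYSY summits, 18.6% lay in 140 bins of 100 kb dense in this library alone. Without these bins, a choice made after seeing the data, its ratio of summits was 8.58. Marks in the peak names differ between 64C and the later lists, so that a difference in experiment is not excluded. The order of the later stages was less clear, since the replicates of 11 hpf lay further apart than the means of 11 and 12 hpf. An exact permutation test of the spread between the 3 stages over all 15 ways to pair the 6 libraries gave p = 0.0667 for summits, the smallest p that this design allows, and p = 0.133 for peaks. Of the alternatives tried, joining summits within 500 bp of each other moved the number at 64C most, to 39741, and counting only summits with a score at or above the median of their own library moved the later stages most, to a mean of 1486 at 13 hpf. The paper sets the larger number at 64C beside its measurements of 6mA abundance, which were also highest at that stage.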

By comparing 6mA-IP with input data, we identified ∼57,000 to ∼3,300 potential 6mA peaks in samples of 64C, 11 hpf, 12 hpf and 13 hpf (Supplementary Fig. 4a), among which the 64C samples possess the most peaks, consistent with the 6mA abundance measurements. These samples show peak overlapping ratio of 41−50% across different time points (Supplementary Fig. 4b). 

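The share of summits with a summit of another library within 250 bp depended on which library was counted, because the lists differ in length. Between libraries of different stages from 11 to 13 hpf, the share was 45.6% ± 8.15 (SD over 6 libraries of each library's mean), and the 24 single values ran from 27.8% to 67.5%. The lowest was for summits of 11 hpf replicate 1 near a summit of 13 hpf replicate 2, the shortest list, and the highest was for the same pair counted the other way. In 100 shifts of the summits along the chromosomes, no pair of different stages reached a share above 4.43%. Of the summits at 11, 12 and 13 hpf, 76.6% ± 2.07 (SD, n = 6 libraries) lay within 250 bp of a summit of the 64C SYSY library, against at most 2.99% after the shifts. Counted from the 64C side, 7.58% ± 2.64 (SD, n = 6) of the summits lay near a summit of a given later library. Among the alternatives, the share of later summits near a 64C summit moved most when the same number of highest-scoring summits, 2439, was taken from every library. It was then 5.38% ± 0.763 (SD, n = 6). As many 64C SYSY summits drawn at random gave 5.53% (4.60 to 6.35% in 100 draws, added after seeing the data). The value for the highest-scoring 64C SYSY summits thus lay within these draws, and 90.9% of them lay in 100-kb bins dense in this library alone. With the 64C Abcam list, the highest-scoring summits gave 17.6%, above the 6.70 to 9.58% of its random draws. In the same alternative, the share between different stages from 11 to 13 hpf was 42.9% ± 1.85 (SD, n = 6). Of 9524 regions with a summit in at least 1 library from 11 to 13 hpf (summits of all libraries chained within 250 bp), 8286 (87.0%) also held a summit from 64C with either antibody. In 328 regions all 8 IP libraries had a summit, and in 100 shifts no such region arose. The 5 of them with the highest scores by mean rank lie on danRer10 chromosome 23 from 44770024 to 44770397, chromosome 18 from 5124970 to 5126283, chromosome 21 from 221747 to 222595, chromosome 5 from 3324303 to 3325537 and chromosome 13 from 49204159 to 49204793. Their genes were not analysed here.

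**Figure D1:**
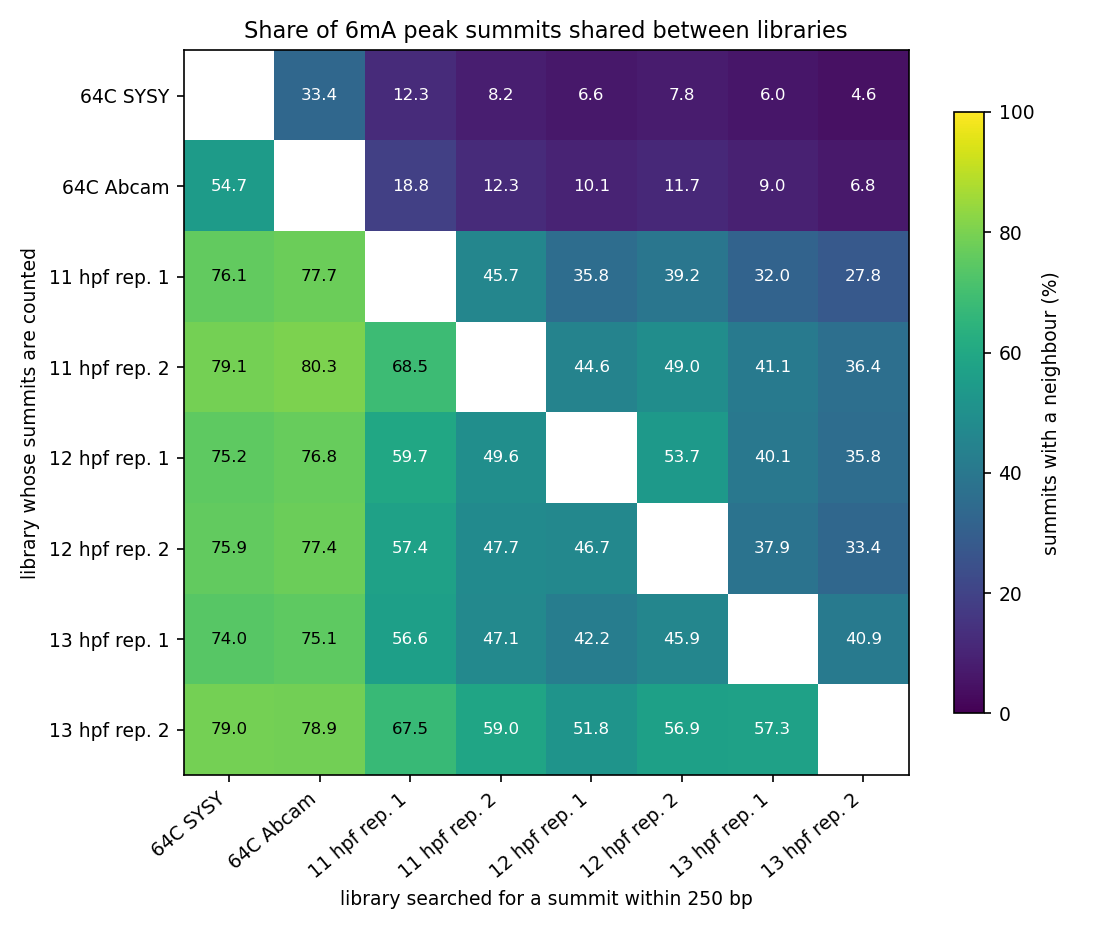
Share of the summits of 1 library (rows) with a summit of another library (columns) within 250 bp, in percent, for the 8 IP libraries; each cell prints its value and the color scale runs from 0 to 100%. Rows from 11 to 13 hpf reach 74.0 to 79.1% in the 64C SYSY column, and the 64C SYSY row stays between 4.59 and 12.3% in the columns of 11 to 13 hpf.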

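All 25 numbered chromosomes carried summits in each of the 8 IP libraries. Chromosome lengths were taken as the span up to the last summit of any library. In windows of 1 Mb, 98.6% held at least 1 summit of the 64C SYSY library and 45.9 to 80.5% held 1 of a given library from 11 to 13 hpf. The mean density was 59.2 summits per Mb at 64C with the SYSY antibody and 1.61 to 5.11 per Mb in the 6 later libraries. Relative to the mean of the library, the density of single chromosomes from 11 to 13 hpf lay between 0.553 on chromosome 4 and 1.50 on chromosome 12. Chromosome 4 was the least dense chromosome in each of these 6 libraries, with 0.661 ± 0.0876 (SD, n = 6) of the library mean, and chromosome 12 had 1.42 ± 0.0692 (SD, n = 6). In the 64C SYSY library chromosome 4 had 1.05 of the mean (95% Wilson interval 1.02 to 1.08, for counting error only), although the list has no summit on this chromosome past position 61983244, and 0.914 when 100-kb bins dense in this library alone were left out, an alternative chosen after seeing the data. Over the range up to the last 64C SYSY summit of each chromosome, also chosen after seeing the data, these ratios were 1.28 and 1.11. In the 64C Abcam library, of the same stage, chromosome 4 was the least dense chromosome as at the later stages, with 0.736 of the mean (0.706 to 0.767). Along the chromosomes the summits were not even. The first and last 2 Mb of the numbered chromosomes make up 7.46% of their length. They held 43.9% ± 1.89 (SD, n = 6) of the summits from 11 to 13 hpf. At 64C they held 32.2% of the summits of the Abcam library and 23.5% of those of the SYSY library. The SYSY list stops short on 5 chromosomes and has 18.6% of its summits in the bins dense in it alone. How far either affects its share was not measured. Positions relative to TSS, exons, introns and promoters were not analysed here.

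**Figure D2:**
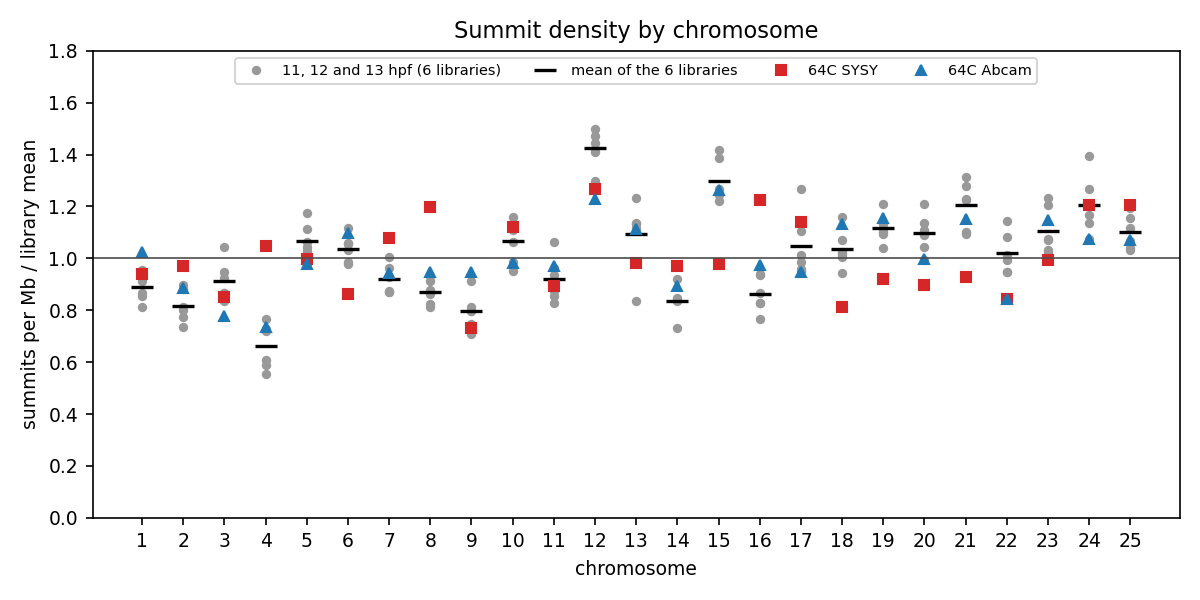
Summits per Mb of each numbered chromosome divided by the mean of the library; gray points are the 6 libraries from 11 to 13 hpf, black bars their mean, red squares the 64C SYSY library and blue triangles the 64C Abcam library. The later libraries lie at 0.661 on average on chromosome 4 and at 1.42 on chromosome 12.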

In general, the 6mA peaks are distributed widely across the genome with slight enrichment after transcription start site (TSS; Supplementary Fig. 5) and they were found to be enriched at exon, but not intron, intergenic nor promoter regions (Supplementary Fig. 6), which is different from the exon depletion case observed in the *X. laevis* testis genome^11^. Specifically, we found that ∼78–81% of the peaks locate in repetitive elements (REs), which suggests a close relationship between 6mA and RE (Fig. 2a and Supplementary Fig. 7a). Interestingly, 6mA peaks in the simple repeat region accounts for 37−45% of the total peaks. We further divided the RE regions into subtypes based on RepeatMasker^16^. Compared with the background constitution of RE regions in the genome, 6mA peaks enriches in simple repeat, RC/Helitron (rolling-circle transposon), LTR (long terminal repeat retrotransposon), LINE/L1 (long interspersed element) and DNA/Maverick (virus-like DNA transposon) classes of REs (Fig. 2b), thus reinforcing the finding that 6mA is correlated with REs. Sequencing of biological replicates at 11 hpf, 12 hpf and 13 hpf stages revealed good consistency (Supplementary Figs 4 and 7b, and Supplementary Table 1).

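Replicates of a stage shared 52.1% ± 9.94 of their summits within 250 bp (SD over 6 values, both directions of 3 pairs), from 40.9% of 13 hpf replicate 1 in replicate 2 to 68.5% of 11 hpf replicate 2 in replicate 1. Shifted summits gave at most 2.47%. In both replicates of 11 hpf the share near the other replicate was above that near any library of 12 or 13 hpf. In each replicate of 12 and 13 hpf it was below that near at least 1 library of another stage. Of 13 hpf replicate 1, 40.9% lay near replicate 2 and 42.2 to 56.6% near single libraries of other stages. For a measure that is the same in both directions, regions of chained summits found in both libraries were divided by the regions found in either. This Jaccard index was 29.4% for the replicates of 11 hpf, 27.2% for 12 hpf and 25.6% for 13 hpf, and had a mean of 21.7% over the 12 pairs of different stages, with a highest value of 25.1%. By this index, each pair of replicates thus shared more than any pair of libraries from different stages. The difference in means was 5.70 percentage points, and the true pairing gave the largest difference of all 15 ways to pair the 6 libraries (one-sided exact permutation test, p = 0.0667, the smallest p this design allows). With each library left out in turn, the difference stayed between 4.31 and 6.27 percentage points. Both replicates of a stage were compared with the same input, so that chance features of that input enter both lists. How much of the shared summits this accounts for could not be simulated from summit positions.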

### Consensus motifs containing 6mA

To search for sequence preference of 6mA, we performed motif analysis on 6mA peak regions. Considering the sequence diversity between RE and non-RE regions, we divided peaks to three groups: simple repeat regions, other RE regions apart from simple repeats and regions not related to RE (non-RE). Interestingly, we obtained significant but also diverse motifs for each group. For instance, at 64C stage the regions of simple repeat, other RE regions and non-RE are mainly featured with 5′-CACACACA-3′, 5′-CCTAGC-3′ and 5′-CAGCAG-3′ motifs, respectively (Fig. 2c). Among the simple repeats, tandem CA motif is the most prevalent, which is followed by tandem 5′-TCCA-3′ and 5′-CCAA-3′ motifs. The most significant motif sequences showed recurrence in all sequencing samples (Supplementary Fig. 7c) and are different from those observed in a recent study^11^.

### 6mA-IP-seq by using different anti-6mA antibody

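The Abcam antibody was used on 1 IP library at 64C, with an input of its own. The paper describes 1 peak calling procedure for its 6mA-IP-seq libraries. For this library the authors deposited 53511 summits in 36742 peaks, of which 24.8% have more than 1 summit. The median score was 5.70. Of the summits, 3275 (6.12%, 95% Wilson interval 5.92 to 6.33%) lie on unplaced scaffolds, where the SYSY list of the same stage has none. Each antibody has 1 library, so that a difference between antibodies cannot be told from a difference between libraries, and the intervals cover counting error only. Of the Abcam summits, 29297 (54.7%, 95% Wilson interval 54.3 to 55.2%) lay within 250 bp of a SYSY summit at 64C, and of the SYSY summits, 26445 (33.4%, 33.0 to 33.7%) lay within 250 bp of an Abcam summit. After shifts along the chromosomes the shares were at most 2.16% and 1.50%. The matching distance moved the Abcam share from 42.3% within 100 bp to 63.8% within 1000 bp. Up to the last SYSY summit of each numbered chromosome, a range chosen after seeing the data, it was 59.7%. Of the summits at 11, 12 and 13 hpf, pulled down with the SYSY antibody, 77.7% ± 1.77 (SD, n = 6 libraries) lay within 250 bp of an Abcam summit at 64C. Repeat classes and motifs of the summits were not analysed here.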

To avoid potential sequencing bias introduced by antibody, we chose another 6mA antibody (Abcam) to perfrom independent 6mA-IP-seq for the 64C stage and found 6mA distribution pattern and peak motif consistent with those described above by using the SYSY antibody (Supplementary Fig. 8). Simple repeat regions are again significantly enriched with 6mA, accounting for ∼53% peaks across the genome. These two antibodies show slightly different affinities to 6mA with the Abcam antibody possessing a relatively lower affinity but slightly higher selectivity (Supplementary Fig. 9); the use of the Abcam antibody appears to further enrich 6mA-abundant DNA segments. This result further suggests that simple repeat region is more enriched with 6mA modification.

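To compare the antibodies by score, the summits of each 64C list were ranked and split into 10 groups of equal size, with ties in random order. The score measures significance and not the strength of enrichment. The 10 commonest scores held 56.9% of the SYSY and 37.7% of the Abcam summits, so that neighbouring groups can share a score. Among the Abcam summits, the share with a SYSY summit within 250 bp was 50.2% in the group with the lowest scores and 66.0% in the group with the highest scores (95% Wilson intervals 48.9 to 51.6% and 64.8 to 67.3%). The rise was not steady, as the fourth group had 43.2% and the fifth 61.6%. Among the SYSY summits, the share with an Abcam summit rose from 22.9% in the first group to 48.4% in the eighth (22.0 to 23.9% and 47.3 to 49.5%). It then fell to 12.2% in the group with the highest scores (11.5 to 12.9%). Of that last group, 79.6% lay in 140 bins of 100 kb in which the SYSY list has at least 20 summits and at least 10 times as many as the Abcam list plus 1. Since the bins were chosen for few Abcam summits, a low share in them follows from the choice. Outside these bins, which were picked after seeing the data, the highest group had a share of 59.1%. Scores depend on the depth of each library and its input, which is unknown here, and were not compared between the lists.

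**Figure D3:**
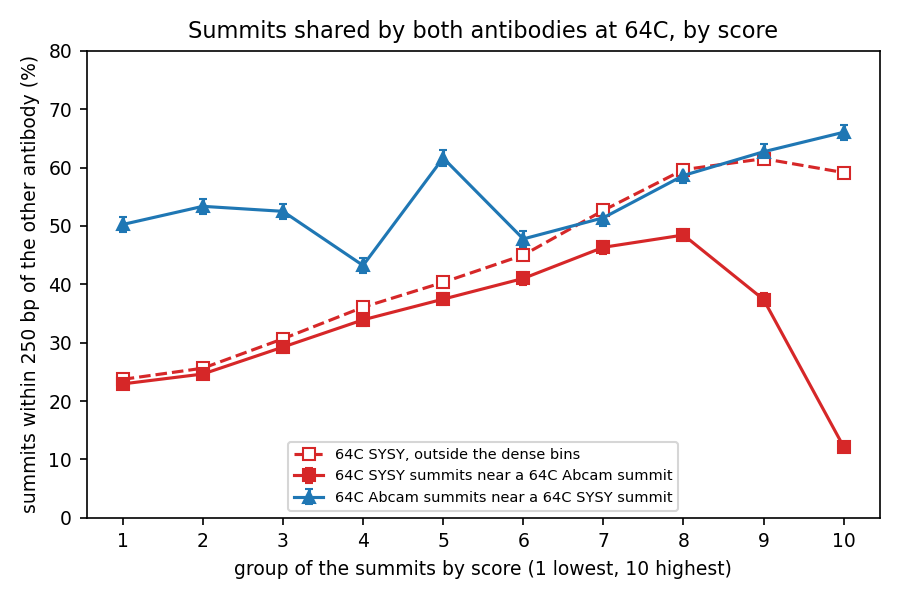
Share of summits at 64C with a summit of the other antibody within 250 bp, in percent, for 10 groups of summits by score from lowest to highest; red squares are SYSY summits, blue triangles Abcam summits, open squares SYSY summits outside the 140 bins, and error bars on the filled symbols are 95% Wilson intervals. The red line falls to 12.2% in the last group, where the open squares are at 59.1%.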

### Selected 6mA-containing targets

To probe the correlation between the expression of REs enriched with 6mA and the timing of accumulation, we selected a few targets and used quantitative reverse transcription PCR to quantify their transcript expression levels at various developmental stages (Supplementary Fig. 10). Among the selected targets, *Thy1* (LTR/Gypsy), *Parp4* (LTR/Gypsy) and *Hel1* (RC/Helitron) all showed a trend of reduced expression with the progression of development. These data suggest that the expression of REs might be positively correlated with the 6mA abundance.

## Discussion

6mA is a well-studied prokaryotic DNA marker. In *Escherichia coli*, 6mA is present in the palindromic 5′-GATC-3′ motif and participates in the control of chromosome replication, nucleoid segregation, mismatch repair and transcription regulation^17^. 6mA is also present in eukaryotes and appears to have functional roles^10^. We show here that 6mA can accumulate to ∼0.1−0.2% of 6mA/A during early embryogenesis in zebrafish and pig. Levels of 6mA in oocyte are several folds higher than those of sperms (p.p.m. level) and, on zygote formation, the abundance of 6mA increases (6mA/A up to ∼0.1−0.2%) and then decreases (back to p.p.m. level) with the progression of embyronic development. 6mA prefers to be enriched in REs, whose expression might be positively correlated with the 6mA abundance. The highest abundance of 6mA observed appoaches the level of 5hmC in most mammalian tissues. Future studies should reveal how 6mA may correlate 5mC reprogramming in mammals^18^, the role of 6mA in REs^12^ and other regions (with motifs such as 5′-CACACACA-3′, 5′-CCTAGC-3′ and 5′-CAGCAG-3′), enzymes that install and/or erase 6mA and potential ‘reader' proteins that may bind 6mA to mediate biological functions.

## Methods

### Zebrafish strains and husbandry

Zebrafish (*Danio rerio*) embryos were derived from the Tubingen zebrafish lines. Embryos were incubated in Holtfreter's solution at 28.5 °C.

### Collection of early embryos and isolation of their gDNAs

Unfertilized sperm were squeezed out of anaesthetized males and oocytes were squeezed out of anaesthetized females (the oocytes were activated when they were squeezed into Holtfreter's solution; the polar bodies were extruded from the egg surface following egg activation). The fertilized embryos were grown in Holtfreter's solution at 28.5 °C and were staged according to standard morphological criteria. The oocytes and different stages of embryos were frozen in liquid nitrogen until enough embryos were collected for DNA extraction. For sperm, they were directly squeezed into lysis solution (100 mM Tris-HCl pH 8.5, 200 mM NaCl, 5 mM EDTA, 0.2% SDS and 50 μg ml^−1^ proteinase K) for gDNA extraction. For oocytes and early embryos, to each aliquot of 300 dechorionated embryos was added 600 μl of lysis solution. The solution was incubated in a rotation oven at 55 °C overnight. Equal volume of phenol/chloroform (pH 8.0) was added for extraction and the mixture was vortexed briefly and spun for 10 min in a microfuge at 16,000 *g*. To the collected aqueous solution 2 μl of RNase A (10 mg ml^−1^) was added and the resultant solution was incubated in thermomixer at 37 °C for additional 3 h. Phenol/chloroform extraction and DNA precipitation with 1/10 volume of 5 M NaCl and 1 volume of isopropanol were performed. The obtained DNA pellet was dissolved with 3dH_2_O.

### Pig oocyte collection and *in vitro* maturation

Ovaries of prepubertal gilts were collected in a local abattoir and transported to the laboratory at 37 °C in a 0.9% NaCl solution supplemented with kanamycin and penicillin at 30−35 °C within 3 h. Antral follicles of 3–6 mm were aspirated to collect the cumulus–oocyte complex (COCs) using a syringe. After washing three times with PVA-TL-HEPES media, the oocyte selection started with a screening for those oocytes that had a multilayered compact cumulus and a homogeneous ooplasm. The oocytes were washed twice again with TCM-199 media, which had been equilibrated for 3 h at 38.5 °C under 5% CO_2_. Subsequently, the COCs were matured in TCM-199 media without hormones at 38.5 °C in a humidified atmosphere of 5% CO_2_ for 42−44 h. Then, the COCs were washed in the working solution (0.03 g hyaluronidase, 5.46 g mannitol, 0.001 g BSA, 5 ml PVA-TL-HEPES and 95 ml ddH_2_O) to remove the cumulus cell and the mature oocytes were picked out for storage at −80 °C.

### *In vitro* fertilization

After maturation, the COCs were washed gently with 2 ml fresh IVF medium, to remove cumulus cells. After washing, denuded oocytes were placed in 50 μl drops of IVF medium covered with mineral oil. The oocytes were incubated at 38.5 °C in an atmosphere of 5% CO_2_ for 30 min until the spermatozoa were added. The sperms were washed twice by DPBS (136.89 mM NaCl, 2.68 mM KCl, 8.1 mM Na_2_HPO_4_ and 1.46 mM CaCl_2_.2H_2_O) at 12,000 *g* min^−1^ for 30 s and the resulting pellet was suspended in the IVF medium. After appropriate dilution, 50 μl of this sperm suspension was added to a 50 μl drop of IVF medium containing the oocytes at an oocytes:spermatozoa ratio of 1:4,000. The oocytes were incubated with the spermatozoa in IVF medium for 6 h at 38.5 °C under 5% CO_2_. Next, they were transferred into 500 μl PZM-3 medium and cultured for another 2 days to the 4-cells stage, 4 days to the morula stage and 7 days to the blastocyst stage, and the samples were stored at −80 °C for further assays.

### Mediums used in pig oocyte maturation and fertilization

The related medium recipes are shown as follows.

PVA-TL-HEPES: 6.663 g NaCl (Sigma-S-5886), 0.239 g KCl (Sigma, P4504), 0.168 g NaHCO_3_ (Sigma, S8875), 0.041 g NaH_2_PO_4_ (Sigma, S5011), 0.102 g MgCl_2_.6H_2_O (Sigma, M0250), 2.383 g HEPES (Sigma, H3784), 0.065 g penicillin (Sigma, P3032), 0.010 g Phenol Red (Sigma, 5,530), 0.294 g CaCl_2_.2H_2_O (Sigma,C7902), 0.1 g polyvinyl alcohol (PVA, Sigma, P8136), 2.186 g sorbitol (Sigma, S1876), 0.025 g Gentamicin (Gibco, 15710-064), 0.022 g sodium pyruvate (Sigma, P4562), 998 ml Milli Q H_2_O and 1.868 ml Na Lactate (Sigma, L7900), adjusting pH to 7.2−7.4 and osmotic pressure to 295−310 mOsm.

TCM-199: 3.05 mM D-glucose (Sigma, G7021), 0.91 mM sodium pyruvate (Sigma, P4562), 0.1% PVA (Sigma, P8136), 75 μg ml^−1^ penicillin (Sigma, P3032), 50 μg ml^−1^ streptomycin (Sigma, S1277), 0.5 μg ml^−1^ luteinizing hormone (Sigma, L5269), 10 ng ml^−1^ epidermal growth factor (Sigma, S4127), 0.5 μg ml^−1^ follicle stimulating hormone (Sigma, F2293), 0.57 mM cysteine (Sigma, C8152) and 10% porcine follicular fluid.

IVF medium (mTBM): 113.1 mmol l^−1^ NaCl, 3.0 mmol l^−1^ KCl, 7.5 mmol l^−1^ CaCl_2_·2H_2_O, 20 mmol l^−1^ Tris, 11 mmol l^−1^ glucose, 5 mmol l^−1^ sodium pyruvate, 1 mmol l^−1^ caffeine and 0.1% BSA into the 0.2 ml spermatozoa.

PZM-3 medium: 108 mM NaCl (Sigma, S-5886), 10 mM KCl (Sigma, P-4504), 0.35 mM KH_2_PO_4_ (Sigma, P-5655), 0.40 mM MgSO_4_.7H_2_O (Sigma, M-1880), 25.07 mM NaHCO_3_ (Sigma, S-8875), 0.2 mM sodium pyruvate (Sigma, 4,562) and 2.00 mM Ca(Lactate)_2_. 5H_2_O (Fisher, C100−500), 1.00 mM L-glutamine (Sigma, G-7029), 5.00 mM hypotaurine (Sigma, H-1384), 10 ml l^−1^ NEAA (Sigma, M7145), 20 mg ml^−1^ EAA (Sigma, B-6766), 0.05 mg ml^−1^ gentamicin and 3 mg ml^−1^ BSA (Sigma, A-0281).

### Quantification of 6mA in gDNA by UHPLC–QQQ–MS/MS

Zebrafish embryonic gDNA (20−300 ng) or tissue gDNA (1−2 μg) in 26 μl of nuclease-free H_2_O was denatured at 100 °C for 5 min, chilled on ice for 2 min and digested by 1 μl nuclease P1 (1 U μl^−1^, Wako USA, 145-08221) in 10 mM NH_4_OAc pH 5.3 (adding 3 μl 100 mM NH_4_OAc) at 42 °C overnight. This process was followed with the addition of 3.4 μl NH_4_HCO_3_ (1 M) and 1 μl of phosphodiesterase I from crotalus adamanteus venom (0.001 U, Sigma, P3243-1VL) at 37 °C for 2 h and finally by addition of 1 U of alkaline phosphatase from *E. coli* (Sigma, P5931-500UN) at 37 °C for 2 h. Digested DNA was diluted twofold with nuclease-free H_2_O and was filtered through 0.22 μm filter (Millipore, SLGVR04NL). A portion of 10 μl sample was injected into LC–MS/MS and the nucleosides were separated by reverse-phase UHPLC on a C18 column (Agilent, 927,700-092), with online MS detection using Agilent 6,460 QQQ–MS/MS set to multiple reaction monitoring in positive electrospray ionization mode. Nucleosides were quantified using the nucleoside precursor ion to base ion mass transitions of 266.1−150.0 for 6mA and 252.1−136.0 for A. Quantification of the ratio 6mA/A was performed using the calibration curves obtained from nucleoside standards running at the same time.

### Antibodies

For regular 6mA-IP-seq, the following two rabbit polyclonal anti-6mA antibodies were used: Synaptic Systems (SYSY), 202,003 and Abcam, ab151,230. For immunostaining experiments, rabbit 6mA antibody (SYSY, 202,003) and mouse monoclonal Histone 3 (H3) antibody (Beijing Biodragon Immunotechnologies, B1055F) were used.

### Immunostaining and confocal imaging

For 6mA immunostaining, the zebrafish embryos were fixed in 4% paraformaldehyde at 4 °C overnight. Afterwards, the embryos were dechorionated manually and dehydrated with methanol and rehydrated with PBS, and the embryos were permeabilized for 15 min with PBS containing 1% Triton X-100. The permeabilized embryos were denatured with 2 M HCl for 1 h and then neutralized with 100 mM Tris-HCl (pH 8.5) for 20 min. The embryos were washed and then incubated for 1 h with blocking buffer (1.5% BSA in PBS containing 0.3% Tween and 50 μg μml^−1^ RNase A for RNA digestion). After that, the embryos were incubated with 6mA antibody (1:1,000, SYSY antibody) at 4 °C overnight. Washed thrice with PBS, the embryos were incubated with the secondary antibody at a 1:2,000 dilution (goat anti-rabbit Alexa488, Molecular Probes). Images were acquired using Nikon software on a Nikon Eclipse TI microscopy.

For pig sperm, oocyte and embryo immunostaining, the published protocol was followed^19^. The gametes and embryos were washed with PBS, fixed with 4% paraformaldehyde in PBS for 15 min, and permeabilized with 0.1% Triton X-100 in PBS at room temperature for 15 min. The permeabilized gametes and embryos were incubated in 4 N HCl solution at room temperature for 15 min and followed by neutralization in 100 mM Tris-Cl, pH 8.0 for 30 min. After blocking and incubation overnight with anti-6mA antibody, they were washed and incubated with secondary antibody. Nuclei were stained with DAPI. Immunofluorescence was visualized using confocal laser scanning microscope.

### 6mA dot blot assay

The DNA were denatured by heating at 98 °C for 10 min and spotted on nitrocellulose membranes (GE Healthcare, catalogue number RPN303B). The membrane was baked at 80 °C for 1 h and cross-linked by ultraviolet irradiation, the membrane was blocked in 5% BSA in PBS containing 0.5% Tween 20 (PBST) for 1.5 h at room temperature and then incubated with a 1:10,000 dilution of 6mA antibody (SYSY) overnight at 4 °C. After three washes with PBST, the membrane was incubated with a 1:5,000 dilution of horseradish peroxidase-conjugated anti-rabbit secondary antibody. The membrane was then washed with PBST and treated with enhanced chemiluminescence (ECL).

To estimate the level of 6mA in zebrafish gDNA at different stages, synthetic 6mA-containing DNA oligonucleotide was diluted with unmethylated oligonucleotide to generate standards with a gradient of 6mA content (0.2, 0.1, 0.05, 0.025, 0.0125 and 0.00625%). All the samples and standards were loaded at the same amount. Among the samples we tested, gDNAs at 64-cell, 256-cell, sphere, 13 hpf and 24 hpf stages have 6mA levels of around 0.05, 0.01, 0.004, 0.002 and 0.002%, respectively, which is well consistent with the LC–MS/MS observation.

6mA-containing DNA oligo:

5′-TTGCT(6mA)GGTGGTTGCT(6mA)GGCGGTTGCT(6mA)GGGT-3′

### DNA 6mA-IP-seq and bioinformatic analysis

The published protocol of DNA 6mA-IP-seq was applied^6^. Fifty-basepair single-end sequencing was performed on the Illumina HiSeq2500 platform. Raw sequence reads were mapped to reference genomes (zv10/danRer10 for zebrafish) using Bowtie v1.0.1 (ref. 20), with parameters –M 1, which randomly select one best match if multiple alignments were found. Then MACS^21^ software was used to identify the enriched regions (6mA peaks) by comparing reads from the IP sample with that from the input sample. False discovery rate cutoff was set to 0.01, to select statistically significant peaks. After these peak regions were obtained, the genomic loci were compared with the coordinates of repeat elements downloaded from RepeatMasker database^22^. If more than half length of one peak region overlaps with one annotated repeat element, the peak was annotated as a repeat-originated peak. Gene annotation information was downloaded from UCSC database ( http://hgdownload.soe.ucsc.edu/goldenPath/danRer10/database/). The enrichment of peaks distributed in each genomic region was calculated by HOMER (Hypergeometric Optimization of Motif EnRichment) software^23^.

### Primers for 6mA-containing REs

See Supplementary Fig. 10.

Thy1-F: 5′-ACCTTCACTCCAGCTCCAGA-3′

Thy1-R: 5′-GTGCGGCAGTCTGTCTGATA-3′

Parp4-F: 5′-ATCGTGCTCGTCCTCTCAGT-3′

Parp4-R: 5′-CGGTTTGACCAAAAGCAAAT-3′

Hel1-F: 5′-CAACGACTGCAAGGTGAAGA-3′

Hel1-R: 5′-GGGATTGGAACAACTCCAGA-3′.

### Ethics statement

All animal studies were conducted in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the Ministry of Science and Technology of the People's Republic of China. The protocols for zebrafish studies were approved by the Committee on the Ethics of Animal Experiments of the Institute of Zoology, Chinese Academy of Sciences (approval number: IOZ15001). The protocols for pig studies were approved by the Committee on Animal Care and Use and the Committee on the Ethics of Animal Experiments of Zhejiang University.

### Data availability

The data that support the findings of this study are available from the corresponding author upon request.

## Additional information

**Accession codes**: The high-throughput data used in this study are deposited in the NCBI GEO database with accession number GSE76740.

**How to cite this article:** Liu, J. *et al.* Abundant DNA 6mA methylation during early embryogenesis of zebrafish and pig. *Nat. Commun.* **7,** 13052 doi: 10.1038/ncomms13052 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10 and Supplementary Table 1

## Figures and Tables

**Figure 1:**
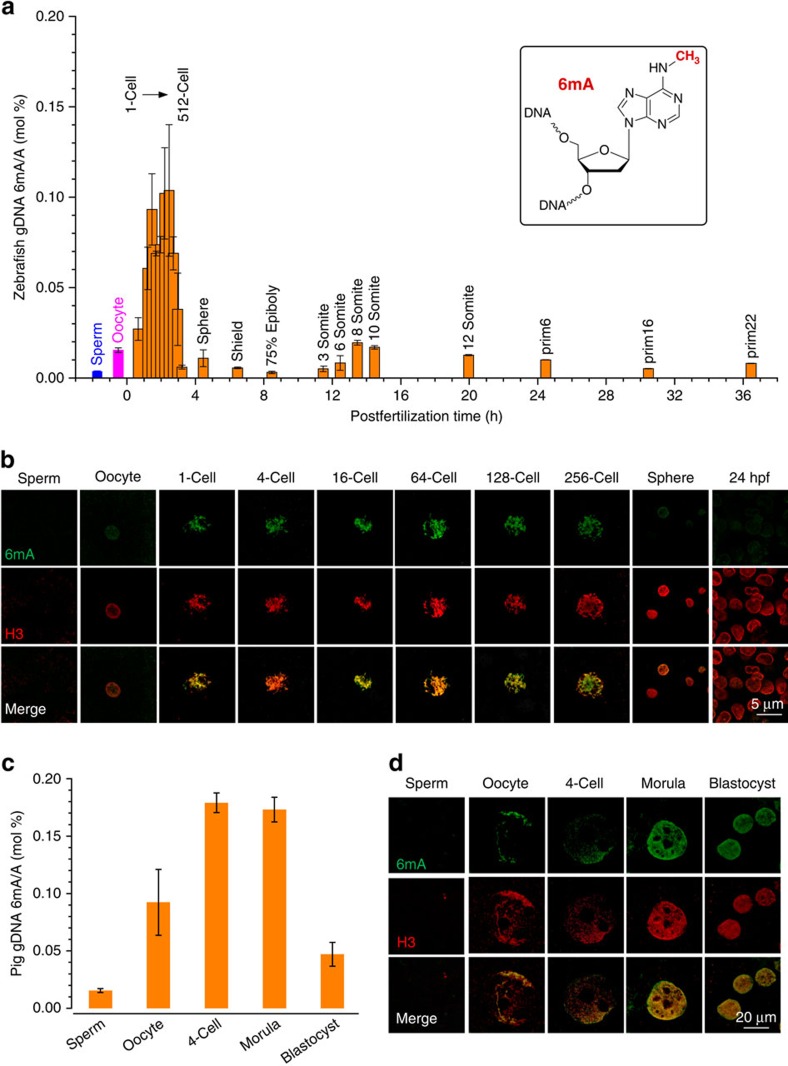
6mA modification in gDNAs of gametes and selected early embryos in both zebrafish and pig (**a**,**c**) Quantification of 6mA modification in isolated gDNA from sperm, oocyte and various embryo stages of zebrafish (**a**) and pig (**c**) by UHPLC–QQQ–MS/MS. The mole ratios of 6mA/A are shown, error bars indicate mean±s.d. (*n*=3). (**b**,**d**) Immunofluorescence images of selected embryo stages of zebrafish (**b**) and pig (**d**) at single-cell level stained by anti-6mA antibody (green, rabbit polyclonal from SYSY) and anti-Histone 3 (H3) antibody (red, mouse monoclonal from Biodragon Immunotechnologies). Early embryo stages show strong fluorescence indicative of the high abundance of 6mA in gDNA, whereas the signal is diminished with the progression of the embryo development. Full embryo images are presented in Supplementary Fig. 3.

**Figure 2:**
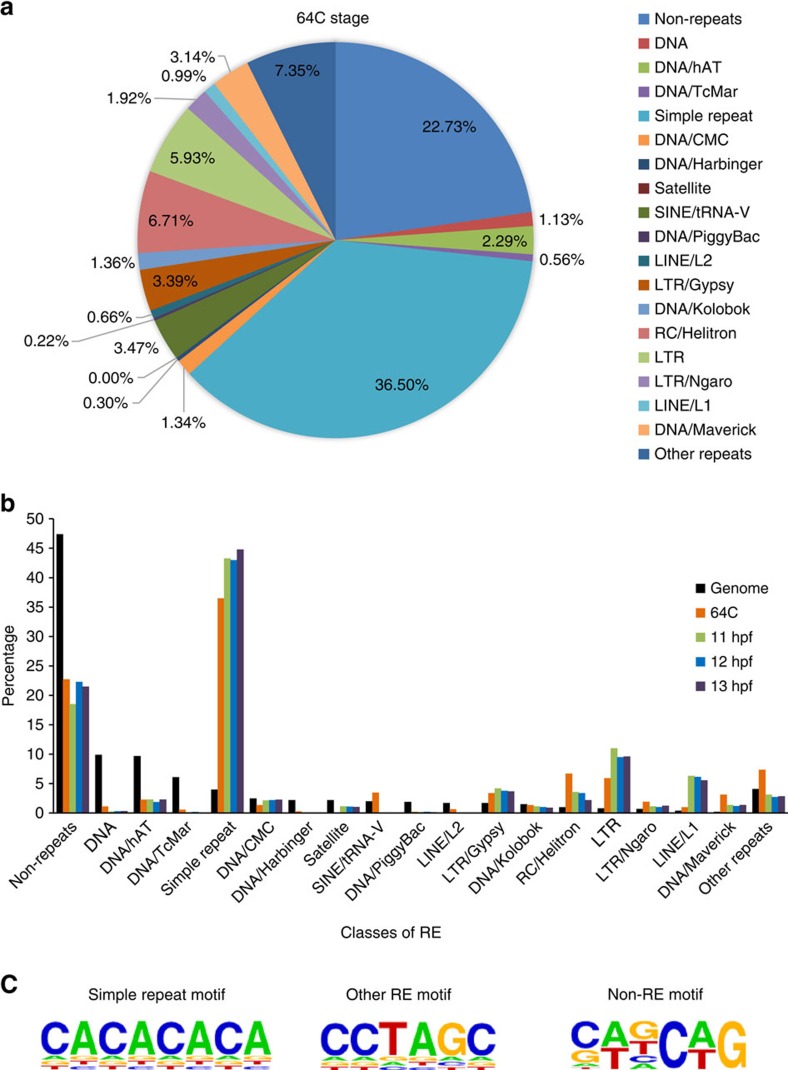
DNA 6mA-IP-seq reveals the distribution of 6mA across the genome of zebrafish at selected embryonic stages. (**a**) Pie chart showing the distribution of 6mA peaks at 64-cell (64C) stage. The peaks located in REs are classified into subgroups based on RepeatMasker annotation. (**b**) 6mA peak classification for samples of 64C, 11 hpf, 12 hpf and 13 hpf. The genome background distribution is shown for comparison. The peaks are classified with the same criteria shown in **a**. (**c**) Sequence motifs of 6mA peaks in simple repeat, other REs apart from simple repeats (other RE) and non-repetitive regions (non-RE) for the 64C stage sample. Motifs were searched and generated by Homer software. The *P*-values for simple repeat, RE and non-RE motifs are 5e−1163, 1e−1557 and 1e−390, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

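The data are 6mA-IP-seq of zebrafish embryos in 8 IP libraries: 1 at 64C with the SYSY antibody, 1 at 64C with the Abcam antibody, and 2 biological replicates each at 11, 12 and 13 hpf with the SYSY antibody. Another 5 samples are inputs, 1 for each later stage and 1 for each antibody at 64C. Samples were assigned to stage, antibody and replicate from their labels and the paper. Within the lists, the names of the peaks from 11 to 13 hpf end in the labelled replicate number, and all 6 lists carry a common further replicate mark. The names in the 64C SYSY list carry another such mark and those in the 64C Abcam list none. What these marks stand for is not stated in the labels or the text of the paper. If they stand for separate experiments, 64C and the later stages differ in experiment as well as in stage, and the comparisons between them cannot separate these.

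The authors mapped reads to danRer10 with Bowtie, placing a read with several best matches at 1 of them at random, and called peaks with MACS on each IP library against its input at a false discovery rate cutoff of 0.01. For each IP library the authors deposited the positions of the summits with 1 value per summit, the −log10 of the q-value. No list has a value below 2, which is the −log10 of the cutoff. These values were compared only within a list. Reads were not analysed here, so that the depth of the libraries and its effect on the number of summits are unknown. Wilson intervals at 95% cover counting error only.

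From the summit positions, counted from 1, the numbers of summits and of distinct peak numbers were taken for each library. Within each list the peak numbers run without gaps. Summits of different libraries were taken as shared within 250 bp. The chance level came from 100 circular shifts of 1 library's summits within each chromosome with a fixed random seed. Regions for the Jaccard index were made by chaining summits closer than 250 bp. Differences between stages were tested by exact permutation over the 15 ways to pair the 6 libraries of 11, 12 and 13 hpf, which cannot give a p-value below 0.0667. The matching was tested on simulated lists in which a known share of summits was shared. With 20% and 50% planted it recovered 20.2% and 50.1% at the size of 11 hpf replicate 1 (7582 summits). At the size of the 64C Abcam list (53511 summits) it recovered 22.3% and 51.4%, where chance matches add to the planted ones. Planted summits were moved by at most 100 bp, so that all lay within the matching distance. The other positions were drawn evenly over the numbered chromosomes. The simulation thus checked the counting only, and not matching between clustered summits as in the real lists. Chromosome lengths are the span up to the last summit of any library. Ties in score were broken at random with a fixed seed. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.

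Alternatives set before the data were examined were matching within 100, 500 or 1000 bp, joining summits within 500 bp of each other, keeping summits with a score at or above the median of their library, keeping numbered chromosomes only, taking the 2439 highest-scoring summits of every library (the number in the smallest), taking the 57000 highest-scoring summits at 64C, leaving out each replicate in turn, and a replicate block. Alternatives chosen after seeing the data were 1 summit per peak, the range covered by the 64C SYSY list, leaving out the 100-kb bins dense in that list alone, and the share of the library with fewer summits. The regions named in the text were set by rule before the data were examined: the 5 regions with the best mean rank of the score within each library among those with a summit in all 8 IP libraries. The same rule names the genes and elements that the paper selected for expression measurements, which were not placed here.

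No genome sequence, repeat annotation or gene annotation of danRer10 was used here. For this reason 6 results planned before the data were examined were not run: the shares of summits in tandem repeats and in repeat-masked sequence, the motifs, the repeat units, the gene features and the density around TSS.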

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

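All tests in this part were chosen after the results were seen. The text of the paper does not describe the patterns below; its supplementary figures and table were not used here.

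The 64C SYSY list stops short on 5 chromosomes and has no summit on unplaced scaffolds. On chromosomes 4, 6, 15, 18 and 21 its last summits lie at positions 61983244, 59932596, 47441211, 49817006 and 44540176 of danRer10, between 328275 and 14642093 bp before the last summit of another library. On the other 20 chromosomes the gap is at most 23141 bp. Past these points the 64C Abcam list has 1175 summits and the 6 libraries from 11 to 13 hpf have 664 together, and on scaffolds the Abcam list has 3275. Chance absence from the 5 ends is argued against by runs of consecutive Abcam summits without a 64C SYSY summit within 250 bp. At these ends the runs have 103 to 486 summits, and the longest run anywhere else on the 25 chromosomes has 42. For the later libraries together the runs have 59 to 210 summits, against 18 elsewhere. Chance absence from scaffolds is argued against by the other 7 libraries, each of which has at least 6.12% of its summits there, against 0 of the 79291 of the 64C SYSY list. Mapping of all 64C SYSY reads to another assembly is argued against by the positions, since on each of the 25 chromosomes at least 84.5% of the summits from 11 to 13 hpf up to the last 64C SYSY summit have a 64C SYSY summit within 250 bp. Loss of summits after the peaks were numbered is argued against by the peak numbers, of which 0 are missing from this list. What stays open is that the IP and the input of this library may have been compared over a smaller set of sequence than in the other libraries. The reads and the input that would decide it were not analysed here, and the 1 value at hand does not: 20.0% of the bins described next lie on the 5 chromosomes, which make up 21.0% of the length. The same parts have summits from the same stage with the Abcam antibody and from the SYSY antibody at later stages. A difference in 6mA between embryo collections was not tested.

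A second pattern concerns 140 bins of 100 kb, 1.04% of all such bins, in which the 64C SYSY list has at least 20 summits and at least 10 times as many as the 64C Abcam list plus 1. They lie on all 25 chromosomes and hold 14785 of the 79291 summits (18.6%). The median score in them is 20.1, against 4.68 in the rest of the list, and 4198 of the 4906 summits with a score above 40 are there. The densest, on chromosome 12 from 14300001 to 14400000, has 633 summits of the 64C SYSY list, 0 of the Abcam list and 1 of the later libraries together. By the same rule with the antibodies exchanged, 46 bins with 1259 summits were found. Of the summits in the 140 bins, 1.55% lie within 250 bp of a summit of any later library, against 24.3% in the rest of the list. Sequence that the SYSY antibody binds at any stage is argued against as the whole cause, since it would give the later SYSY libraries a like share of their summits in these bins. On numbered chromosomes they had 0.899% on average, from 0.798 to 0.977%, against 18.6% at 64C. In the 54 bins with at least 100 SYSY summits at 64C, chosen without regard to the Abcam list, they had 0.383 to 0.564%, against 13.5% at 64C. Both sets of bins were chosen from the 64C SYSY list, which by itself raises the share at 64C, and the comparison with 64C and the limit for it (later shares well under 50% of that at 64C) were set after these values were known, in place of a comparison with random bins alone, which did not decide. A smaller part is not excluded: the mean of 0.899% compares with 0.711% in random bins at the same distance from a chromosome end, and in the 54 bins all 6 libraries lay above the means of their random bins (0.232 to 0.286%), but 0 lay above all of their 100 draws in either set of bins. An explanation by 6mA of the 64-cell stage would need more Abcam summits there. In the same 54 bins the Abcam list had 0.209% of its summits, within the range of 0.165 to 0.474% of random bins at the same distance from a chromosome end. This share was not raised, but with 1 library for this antibody, which the paper describes as differing in affinity, it does not exclude 6mA in these bins. Reads of the IP and of its input placed differently in these bins may also give a high score in 1 library alone, as in the median of 20.1, and without the reads this cannot be told apart from 6mA of the 64-cell stage.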

How the results depend on the processing

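Of 113 comparisons of a result with its value under an alternative set before the data were examined, 83 stayed and 30 moved. To stay meant to lie within a spread between libraries or replicates, the counting interval or, for numbers of summits, a factor of 1.5. For overlaps with later libraries the spread was an SD over the 6 libraries of all later stages, or over both directions of the replicate pairs. Some alternatives cannot change a result by construction, so that these counts do not measure how robust the results are. Of 48 comparisons with an alternative chosen after seeing the data, 39 stayed and 9 moved. The density of chromosome 4 in the 64C SYSY list, 1.05 times the mean of the library over the full span, fell below the mean without the dense bins. This rests on the stretch without 64C SYSY summits: over the range up to the last 64C SYSY summit of each chromosome, chosen after seeing the data and not among the 48 comparisons, the ratio was 1.28 with all summits and 1.11 without the dense bins. Among the other results with a direction in these comparisons, none changed it. The density of 64C SYSY summits in the first and last 2 Mb of chromosomes was not among the comparisons, and it did change direction. It was 3.15 times the mean with all summits and 0.517 times with the 2439 highest-scoring, of which 90.9% lie in the dense bins. With the 2439 highest-scoring outside these bins it was 5.28 times. The causes of the moves were not tested, except where an alternative by its construction keeps fewer summits or a longer distance.

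Keeping summits with a score at or above the median of their library left 40953 summits at 64C with the SYSY antibody, 26764 with the Abcam antibody, and means of 3124, 2081 and 1486 at 11, 12 and 13 hpf. Joining summits within 500 bp left 39741 and 26665 at 64C. The ratio of 64C SYSY summits to the largest later library ran from 10.5 to 17.3 across the fits that each left out one replicate, with the highest value without replicate 1 of 11 hpf.

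Within 100, 500 and 1000 bp, the share of 64C SYSY summits near an Abcam summit was 26.9, 36.5 and 39.1%, the share of Abcam summits near a SYSY summit 42.3, 60.1 and 63.8%, the share of later summits near a 64C Abcam summit 70.4, 80.0 and 82.0%, and the share of 64C SYSY summits near a summit of a later library 4.57, 10.2 and 12.6%. Within 100 and 1000 bp, the share between different stages from 11 to 13 hpf was 36.0 and 55.5%, and that of later summits near a 64C SYSY summit 69.9 and 79.4%.

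With the 2439 highest-scoring summits of every library, the share of later summits near a 64C summit was 5.38% for SYSY and 17.6% for Abcam, and that of 64C SYSY summits near a later summit 4.02%. A cut of this size lowers the share whatever the scores: 2439 summits drawn at random from the 64C list, in 100 draws chosen after seeing the data, gave a mean of 5.53% (4.60 to 6.35%) for SYSY and 8.18% (6.70 to 9.58%) for Abcam, so that the share for the highest-scoring summits lay within the random draws for SYSY and above them for Abcam. Of the 2439 highest-scoring 64C SYSY summits, 90.9% lie in the dense bins. On numbered chromosomes only, the share of later summits near a 64C SYSY summit was 85.5%. With the 57000 highest-scoring summits, the shares between antibodies were 36.3% of SYSY and 45.2% of Abcam summits.

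Of the alternatives chosen after seeing the data, 1 summit per peak gave shares of later summits near a 64C summit of 67.4% for SYSY and 69.3% for Abcam, shares between antibodies of 29.4% of SYSY and 44.3% of Abcam summits, and a density of chromosome 4 in the 64C SYSY list of 1.01 times the mean. In the range covered by the 64C SYSY list, 87.9% of later summits lay near a 64C SYSY summit and 59.7% of Abcam summits near a SYSY summit. Without the dense bins, 40.8% of SYSY summits lay near an Abcam summit, and chromosome 4 had 0.914 times the mean.

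The difference in Jaccard index between replicates and different stages was above 0 under all alternatives tried for it. With the replicate block, in which only replicate 1 was paired with replicate 2, it was 5.83 percentage points, the largest of 6 pairings (exact permutation p = 0.167, the smallest possible). The replicate numbers did not pair the samples: the correlation over 9524 regions of the differences between replicates 1 and 2 was 0.0247 between 11 and 12 hpf, -0.0292 between 11 and 13 hpf and 0.00781 between 12 and 13 hpf. The depth of the libraries is unknown, which limits the comparison of numbers of summits between stages. Of 38 alternatives set before the data were examined, 22 needed a genome or annotation and were not run.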

Differences from the paper's values

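Across 64C, 11, 12 and 13 hpf with the SYSY antibody, the lowest share of summits of 1 library near a summit of a library of another stage was 4.59%, against the paper's 41% as the lower end of its overlapping ratios, and the highest was 79.1%, against the paper's 50% as the upper end. The text of the paper does not name the rule of overlap. Of the alternatives set before the data were examined, none brought the lowest value within a factor of 1.5 of the paper's: it was 2.73, 6.36 and 8.03% within 100, 500 and 1000 bp, 3.65% with the 2439 highest-scoring summits of every library, 4.59% on numbered chromosomes, and 4.59 to 5.98% with each replicate left out. For the highest value, taking the 2439 highest-scoring summits gave 45.5%, and matching within 100 bp gave 74.3%, which are within a factor of 1.5. Those within 500 bp (80.5%) and 1000 bp (81.2%), on numbered chromosomes (89.1%) and with each replicate left out (79.0 to 79.1%) were not. The 45.5% belongs to a pair from 11 to 13 hpf and not to an overlap with 64C. In that alternative the mean share of later summits near a 64C SYSY summit was 5.38%. Among alternatives chosen after seeing the values, counting each pair as the share of the library with fewer summits gave a lowest value of 42.2%, close to the paper's, and left the highest at 79.1%. Taking 1 summit per peak gave 3.08 and 69.8%, of which the second is within a factor of 1.5. The range covered by the 64C SYSY list gave 4.59 and 91.9%, and leaving out the dense bins 5.59 and 78.9%, none of them within that factor. Among 11, 12 and 13 hpf alone, the values ran from 27.8 to 67.5%, within a factor of 1.5 of the paper's 41 and 50%. Of the alternatives set before the data were examined, 3 moved 1 end of this range beyond that factor: the lowest value was 20.0% within 100 bp and 26.5% on numbered chromosomes, and the highest was 75.8% within 1000 bp. The 2439 highest-scoring summits of every library gave 38.7 to 45.5%. Of those chosen after seeing the values, 1 summit per peak gave a lowest value of 23.0% and the range covered by the 64C SYSY list 26.3%, both beyond the factor, and the share of the library with fewer summits gave 42.2 to 67.5%.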

Other observations

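The share of later summits near a 64C summit and its circular shifts were planned. The tests on chromosome ends, and the explanations weighed for both patterns, were chosen after the results were seen.

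Summits were dense toward the ends of the chromosomes. The first and last 2 Mb of each numbered chromosome had 5.88 ± 0.253 (SD, n = 6 libraries) times the mean density of summits from 11 to 13 hpf, 4.31 times in the 64C Abcam list and 3.15 times in the 64C SYSY list. All 50 chromosome ends were above the mean in each of the 6 later libraries. For ends of 1 and 5 Mb the later libraries had 7.50 ± 0.536 and 3.34 ± 0.111 (SD, n = 6) times the mean. Chance placement of clustered summits is argued against, since 100 circular shifts of each later library put at most 17.3% of the summits in the 2-Mb ends, against 43.9% observed. Among the 2439 highest-scoring summits of each library, those on numbered chromosomes had 6.27 ± 0.397 (SD, n = 6) times the mean density in the ends from 11 to 13 hpf and 4.10 times with the Abcam antibody at 64C, but 0.517 times with the SYSY antibody at 64C. The last value reflects the dense bins described above, where 90.9% of these 64C SYSY summits lie. Without the bins it was 5.28 times, against 4.12 times with the Abcam antibody and 6.30 ± 0.421 (SD, n = 6) at the later stages, and without the 5 chromosomes on which the list stops short as well these values were 5.06, 4.01 and 6.11 ± 0.461 (SD, n = 6). A candidate explanation is the repeat or GC content of chromosome ends. It was not tested on sequence, and the density of 6.36 times the mean for later summits with a score at or above the median of their library does not separate it from 6mA that is itself more frequent there, so that both stay open.

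Most summits from 11 to 13 hpf coincided with a summit at 64C with either antibody. Chance overlap of long lists is argued against, since shifts gave at most 5.76% near a 64C Abcam summit. The shifts do not keep the density at chromosome ends that both lists have, so that the chance level can be higher. A chance level that keeps this density was not measured. A pair of explanations stays open. Sites marked at 64C may keep a part of their 6mA at later stages, or some sequence may be pulled down at every stage whatever its 6mA. The mean share of 77.7% of later summits near a 64C Abcam summit fits either, and these cannot be told apart here, because no pull-down without antibody or from gDNA free of 6mA was analysed here.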
